A study of Homo sapiens with 2 samples. Its data were reported in "Identification of LRP1+CD13+ human periosteal stem cells that require LRP1 for bone repair" (2024).

How the data were processed

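Single-cell transcriptomes of human periosteum cells, sorted as negative for surface markers of blood cells and endothelium and captured with the 10x Genomics system, were analysed in 2 libraries, replicates 3 and 4. The authors aligned reads to GRCh38 with Cell Ranger 6.1.2, and the deposited matrices hold raw counts of UMIs per gene and cell barcode for 36601 features. The values were checked to be whole numbers, and the lowest total of any barcode was 500 UMIs. Depth was 86977352 UMIs over 6978 barcodes in replicate 3 and 143873311 UMIs over 6606 barcodes in replicate 4.

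Cells were kept with at least 500 genes, at least 500 UMIs and at most 10% mitochondrial UMIs, which left 6384 cells (91.5%) and 5829 cells (88.2%), with medians of 12092 and 21771 UMIs. Doublets were scored per library with Scrublet through Scanpy 1.11.5, which called 66 and 3 cells; they were kept in the main analysis and removed in an alternative. Libraries were integrated in Seurat 5.3.0 by canonical correlation anchors (30 dimensions) on 3000 variable genes. The genes of the readout lists and sex-linked genes were removed from these, which left 2882, so that no gene of the readout lists entered the clustering itself. Genes that vary with them stayed in, and cluster 12 was still led by the readout genes UBE2C, TOP2A and MKI67. The same cells were clustered and tested, so p values between clusters are conditional on groups drawn from the same data. Clusters came from 15 principal components, a shared nearest neighbour graph and Louvain at resolution 0.5. A cluster was named when at least 3 markers of one of 18 marker lists stood at 10 CPM or more and 0.5 above the mean of clusters on the log2 scale, with a mean excess of the list of at least 0.5. A cluster was left unnamed when no list met this rule, when a second list had a mean excess of 2.0, when its 10 leading genes held more markers of another list, or when its median UMIs in either library fell under 1 in 3 of that library's median with no marker of its list among the 10 leading genes. The depth rule left cluster 9 unnamed, from replicate 3 alone (2677 UMIs, against 11525 in replicate 4), and its best list was tenocyte-like, with a mean excess of 0.783. Leading genes of clusters are given only as what defines them.

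The UMIs of each class or cluster were summed per library, and units with at least 20 cells in both libraries were fitted together in edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr, limma 3.58.1), with the library as a block and 4 residual degrees of freedom. P values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05, and also over the list alone. The standard error of a log2 difference was its size divided by the square root of the F statistic. Cells were never used as replicates. Cluster 2 was chosen as the fibroblast-like cluster with the highest mean z score of PDPN, NT5E, CD164 and PDGFRA, and was compared with the unweighted mean of the other fibroblast-like clusters. Shares of cells with a transcript were counted after random thinning of every cell to 3000 UMIs and also without thinning, with exact 95% binomial intervals that cover counting error only. A count of 0 was taken to allow 3 counts. Thinning left out 334 and 359 cells with fewer UMIs.

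The 19 readout lists (154 genes), comparisons, tests, cluster rules and alternatives were chosen before the data were examined. The comparison with skeletal muscle-like cells, the removal of the cells with the highest 5% of doublet scores, the fits without the cycling clusters, the clustering of each library by itself and the counts of NCAM1 with STMN1 and of SOX9 with PTHLH were chosen after seeing the data. The text names the surface markers, the sort gate genes CD45 (PTPRC) and CD31 (PECAM1) and the genes that the study names for its progenitor, stemness, mouse stem cell and adipogenic sets, whatever they showed, for fibroblast-like against mural-like cells and for cluster 2. From every other list it names the 2 higher and the 2 lower genes with the largest differences among those past the threshold in the same direction in both libraries. The comparisons with endothelial-like and skeletal muscle-like cells are given for LRP1, ANPEP and the 4 markers of skeletal stem cells alone. A few genes that this rule would name are not reported here, and no other gene took their place. Sex-linked genes were left out of every table.

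Alternatives were DESeq2 1.42.0, scaling by library totals, no filter on low counts, no replicate block, a fit of only the units compared, resolutions 0.3 and 1, no integration, readout genes kept for clustering, doublet removal, at most 20% mitochondrial UMIs, at least 1000 genes, 1000 UMIs after thinning, at least 2 UMIs per gene, and each library left out. The pipeline was tested on simulated data with known changes for the comparison of fibroblast-like with mural-like cells and for cluster 2. In the former, 6.67%, 36.7%, 80.0% and 93.9% of changes of 1.5, 2, 4 and 8-fold were recovered, and in the latter 21.3%, 75.0%, 83.7% and 93.9%. Calculations used R 4.3.3, Matrix 1.6.5, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. Gene positions were read from the GENCODE annotation. Barcode and feature files were used as names only.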

Results

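Single cells from human periosteum, the fibrous sheet that covers bone, were profiled in 2 libraries, replicates 3 and 4 of the labels, which form a single group. Cells had been sorted to remove those carrying surface markers of blood cells or endothelium, among them CD45 and CD31. Replicate 3 held 6978 barcodes with 86977352 UMIs (unique transcript molecules), and replicate 4 held 6606 barcodes with 143873311 UMIs. After the filter on UMIs, genes and mitochondrial share, 6384 and 5829 cells were left, 12213 in all. Median depth was 12092 UMIs and 3433 genes per cell in replicate 3, and 21771 UMIs and 4486 genes in replicate 4. With no treated or untreated samples, the edgeR comparisons below were between cell types or clusters of the same library, with the library as the unit (n = 2). A sign test over 2 libraries cannot give an exact two-sided p below 0.5, so tests rest on the spread that edgeR estimates over all genes.

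The first question was which cell types the sorted periosteum held. Most cells belonged to connective tissue and vessel wall, but a large share carried muscle progenitor genes, and endothelial cells were still present. Of 17 clusters, 14 could be named from marker lists fixed beforehand. Fibroblast-like cells made up 51.6% of replicate 3 and 23.6% of replicate 4 (mean 37.6% ± 19.8, SD, n = 2), in clusters 2, 3, 6, 12 and 14. Mural-like cells, the pericytes and smooth muscle cells of vessel walls, made up 21.2% ± 4.72 (SD, n = 2). Skeletal muscle-like cells made up 18.4% ± 0.223 (SD, n = 2), most of them in cluster 1, named from PAX7, MYF5 and MYOD1. Endothelial-like cells came to 5.90% ± 1.36, tenocyte-like cells to 4.48% ± 3.39 and Schwann-like cells to 0.460% ± 0.562 (SD, n = 2 each). Clusters 8, 9 and 15 could not be named and held 5.22% of replicate 3 and 18.7% of replicate 4. Cluster 8 was led by ARC, ZFAS1, GAS5 and MYC, cluster 9 by EGR4, HSPA6 and GADD45B, and cluster 15 by IGKC, CCL4 and IL1B. The tenocyte-like share rose to 8.96% with at least 1000 genes per cell, and the unnamed share, a mean of 12.0%, rose to 24.0% at resolution 1 and 23.9% without integration. The fibroblast-like share differed between libraries by more than its counting error (exact 95% interval 50.3% to 52.8% and 22.5% to 24.7%), and the skeletal muscle-like share did not (17.3% to 19.2% and 17.6% to 19.6%). Intervals and floors on shares cover counting error only.

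**Figure D1:**
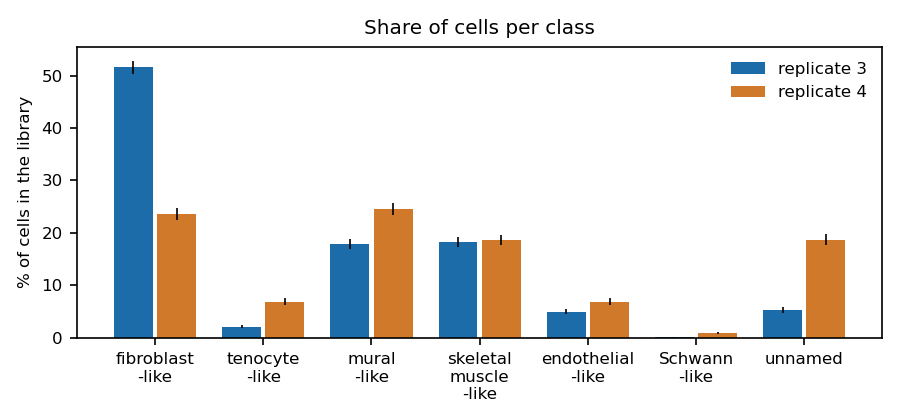
Share of the cells of each library (percent) in each class, replicate 3 in blue and replicate 4 in orange, with exact 95% binomial intervals. The fibroblast-like share was 51.6% and 23.6%, while the skeletal muscle-like share was 18.3% and 18.6%.

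Transcripts of CD45 and CD31 were counted among the sorted cells. Cells with a CD45 transcript were rare, whereas endothelial cells formed a cluster of their own, and with no unsorted sample how much the sort removed cannot be told. PTPRC (CD45) had a UMI in 0.454% of the cells of replicate 3 and 0.326% of replicate 4, and in 41.7% and 37.8% of the cells of cluster 15 (25 of 60 and 14 of 37) and 0.0911% and 0.0728% of fibroblast-like cells. A missing UMI does not show that a cell lacked the protein. PECAM1 (CD31) had a UMI in 7.42% and 5.64% of all cells. Within the endothelial-like cells it was found in 83.2% and 54.0%, at median depths of 5119 and 3430.5 UMIs. In fibroblast-like cells, which should lack it, it was found in 4.95% and 4.08%, at median depths of 16948.5 and 39673 UMIs. After thinning every cell to 3000 UMIs, the PECAM1 shares were 3.72% and 2.39% of all cells, 77.1% and 53.8% of endothelial-like and 0.960% and 0.667% of fibroblast-like cells, and the PTPRC shares of all cells were 0.0496% and 0.110%, with 334 and 359 cells left out for having fewer UMIs, among them 40 of 60 and 12 of 37 cells of cluster 15.

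LRP1 (ENSG00000123384, chromosome 12, 57128483 to 57213361, GRCh38) encodes a large endocytic receptor, and ANPEP (ENSG00000166825, chromosome 15, 89784895 to 89815401) encodes the surface peptidase CD13. The study proposes this pair as markers of periosteal stem cells, so the next question was in which cell types they were transcribed. Both were far higher in fibroblast-like cells than in the cells of vessel walls. LRP1 stood at 185 CPM ± 20.3 in fibroblast-like and 47.3 ± 15.3 in mural-like cells (mean CPM of the summed counts, SD, n = 2). The log2 difference was 2.00 ± 0.19 (SE, adjusted p 0.000208, edgeR), higher in 2 of 2 libraries. ANPEP stood at 117 CPM ± 39.5 against 19.6 ± 4.00, a log2 difference of 2.53 ± 0.29 (adjusted p 0.000474), also higher in 2 of 2 libraries. In endothelial-like cells LRP1 fell to 9.80 CPM ± 0.0260 and ANPEP to 2.92 ± 0.872. Their log2 differences from fibroblast-like cells were 4.36 ± 0.25 (adjusted p 7.32e-06) and 5.33 ± 0.44 (adjusted p 4.46e-05), higher in 2 of 2 libraries. Scaling by library totals alone shifted the median of all genes in this comparison by -0.14 on the log2 scale. At 3000 UMIs per cell, an LRP1 UMI was found in 45.3% and 34.4% of fibroblast-like cells and in 0.847% and 2.38% of endothelial-like cells. Without thinning the LRP1 shares were 90.5% and 91.7% of fibroblast-like and 1.90% and 3.50% of endothelial-like cells, whose median depths were 16948.5 and 39673 against 5119 and 3430.5 UMIs. Thinning left out 62 and 24 fibroblast-like and 79 and 190 endothelial-like cells.

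LRP1 was not limited to fibroblasts. Skeletal muscle-like cells held a similar level, while ANPEP and PDGFRA were higher in fibroblast-like cells. In a comparison added after the data had been seen, LRP1 stood at 193 CPM ± 12.4 in skeletal muscle-like cells, and the log2 difference of fibroblast-like from skeletal muscle-like cells was 0.02 ± 0.18 (adjusted p 0.958, edgeR), with a sign that turned with the scaling and the clustering. ANPEP was higher in fibroblast-like cells by 2.82 ± 0.30 (adjusted p 0.000359) and PDGFRA by 3.37 ± 0.19 (adjusted p 2.33e-05). PDPN was not called (-0.84 ± 0.31, adjusted p 0.0988), but it was lower in fibroblast-like cells when adjusted over its list alone (p 0.0493). NT5E (0.41 ± 0.23, adjusted p 0.260) and CD164 (0.17 ± 0.11, adjusted p 0.358) did not either. The mean CPM of LRP1 was largest in tenocyte-like cluster 10 (286 ± 110, SD, n = 2), but not in both libraries, with 363 and 208 CPM there against 260 and 235 in cluster 2.

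**Figure D2:**
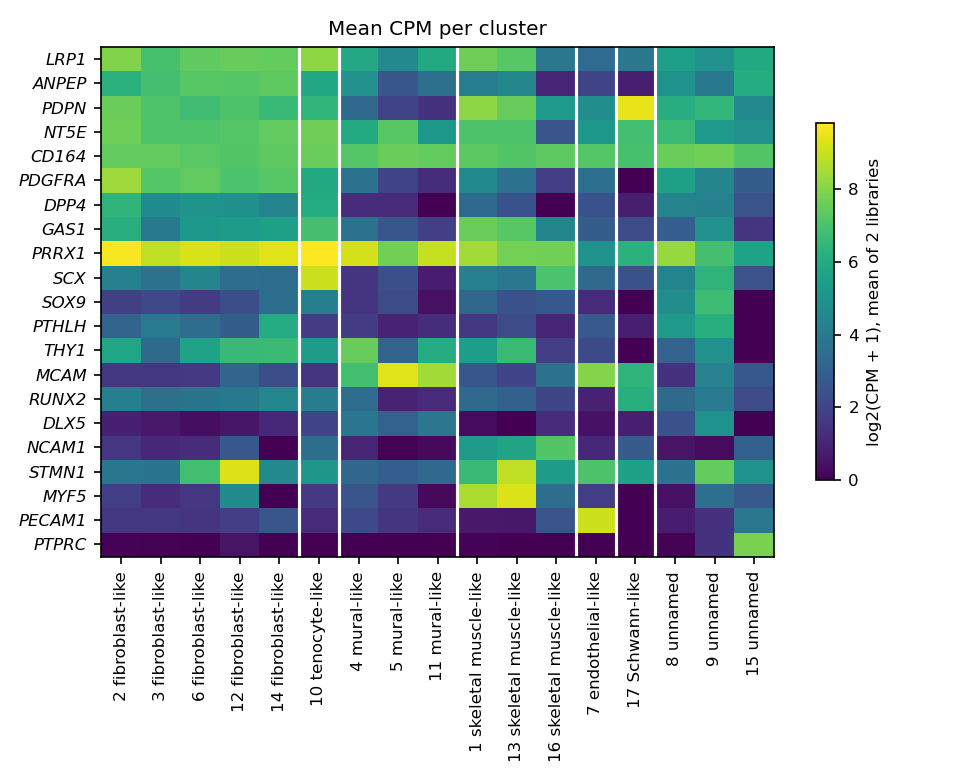
Mean CPM of 2 libraries, as log2 of CPM plus 1 (colour), for surface and lineage genes in each of the 17 clusters, grouped by class. LRP1 was high in fibroblast-like, tenocyte-like and skeletal muscle-like clusters, whereas PDGFRA was high in the fibroblast-like ones.

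The wider comparison of fibroblast-like with mural-like cells asked which stem cell, lineage and signalling genes set the classes apart. Called genes went both ways in several lists, and whether any list differed more than genes at large was not tested. Of 15112 genes tested, 4021 were called by edgeR, 1957 higher and 2064 lower in fibroblast-like cells. Of the 141 tested genes from the 19 lists, 50 were higher, 24 lower and 67 not called, and adjusted over the list alone 52 were higher and 25 lower. Among the 4 markers of skeletal stem cells, PDGFRA (4.81 ± 0.21, adjusted p 1.15e-05), PDPN (4.61 ± 0.37, adjusted p 9.29e-05) and NT5E (0.83 ± 0.23, adjusted p 0.0290) were higher, and CD164 was not called (0.02 ± 0.11, adjusted p 0.936). In simulated data of the same sizes, 36.7% of 2-fold and 80.0% of 4-fold changes were recovered, with 17 false calls among 14238 genes. Changed genes recovered at 1.5, 2, 4 and 8-fold numbered 3, 18, 40 and 46. Among all calls there, the false share was thus above the threshold of 0.05. Only 45 to 50 genes were changed at each fold, against 4021 called here. The adjustment of p depends on that number, so how many 2-fold differences were missed here cannot be told. PDGFRA and PDPN were also higher than in endothelial-like cells, by 4.50 ± 0.23 and 2.65 ± 0.36, as was NT5E by 2.29 ± 0.26 (adjusted p at most 0.000555), and CD164 was not called there (0.32 ± 0.12, adjusted p 0.0518), but it was higher when adjusted over its list alone and past the threshold in 8 of 13 alternatives.

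Stemness, mouse stem cell and lineage genes of the same comparison fell on both sides. Values are log2 differences of fibroblast-like from mural-like cells (SE, n = 2 libraries). Of the 3 stemness genes, DPP4 (5.31 ± 0.32) and GAS1 (2.32 ± 0.34) were higher and SOX4 (0.48 ± 0.17) was not called, and adjusted over the list alone all 3 were higher. Of 8 genes that mark periosteal and perivascular stem cells in mice, CTSK (2.14 ± 0.22) and PRRX1 (0.56 ± 0.17) were higher, PDGFRB was lower (-1.78 ± 0.24), and 5 were not called, among them CXCL12 (-0.91 ± 0.44) and NES (0.47 ± 0.23). Of 8 chondroprogenitor genes, SCX (2.62 ± 0.53) and PTHLH (2.74 ± 0.39) were higher. ACAN (-2.83 ± 0.55), HEY1 (-2.73 ± 0.32), MSX2 (-1.32 ± 0.39) and SOX6 (-3.49 ± 0.65) were among the 5 lower, and SOX9 was not called (0.38 ± 0.53). Of 7 osteoprogenitor genes, MSX1 (2.25 ± 0.28) and RUNX2 (1.27 ± 0.33) were higher, MCAM (-7.02 ± 0.52) and DLX5 (-4.11 ± 0.38) were lower, and 3 were not called, THY1 among them (-1.08 ± 0.53), while adjusted over the list alone 3 were higher. Of 5 adipogenic genes, 4 were lower, with FABP4 (-5.46 ± 0.19), PRDM16 (-3.34 ± 0.51) and PPARG (-2.96 ± 0.38), and 1 was not called. ADIPOQ had too few counts to be tested. FABP4 also led endothelial-like cluster 7, and MCAM was among the 10 leading genes of mural-like cluster 5. Their differences thus do not show by themselves a change of an adipogenic or osteoprogenitor programme. Of 8 other surface markers, CD44 was higher (0.87 ± 0.18), VCAM1 was lower (-2.07 ± 0.20), and 6 were not called, with ENG at 0.34 ± 0.20, CD200 at -1.06 ± 0.71 and NGFR at -1.56 ± 0.68. STMN1 was higher (3.17 ± 0.55), whereas NCAM1 (1.42 ± 0.64) and PECAM1 (-0.20 ± 0.21) were not called, and PTPRC had too few counts to be tested. The fibroblast-like class held the cycling clusters 6 and 12, and their part in the STMN1 difference was not tested. The size differed between replicates 3 and 4 for STMN1 (4.47 and 1.88) and RUNX2 (2.05 and 0.63), among others.

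Matrix and signalling genes are given for fibroblast-like against mural-like cells (log2 difference ± SE, n = 2 libraries). Of 8 periosteal matrix genes, OGN was higher (3.74 ± 0.46), POSTN (-4.26 ± 0.40) and ASPN (-2.47 ± 0.49) were among 3 lower, and 4 were not called. Of 10 ligands and chaperones of LRP1, 2 were higher, THBS2 among them (0.92 ± 0.17), A2M (-4.17 ± 0.78) and APOE (-3.07 ± 0.41) were among 3 lower, and 5 were not called. Of 7 receptors related to LRP1, LRP4 was higher (1.88 ± 0.46) and 6 were not called. Of 14 BMP and GDF pathway genes, 7 were higher, led by GDF10 (5.08 ± 0.77) and FST (4.01 ± 0.26), BMP5 was lower (-0.75 ± 0.24) and 6 were not called. Of 13 WNT pathway genes, 7 were higher, led by WNT2 (5.28 ± 0.32) and RSPO3 (4.90 ± 0.57), 3 were lower, with DKK3 (-3.77 ± 0.45) and FRZB (-2.91 ± 0.62), and 3 were not called. Of 8 hedgehog pathway genes, 3 were higher, led by SMO (2.17 ± 0.35) and BOC (2.15 ± 0.20), and 5 were not called, of which 1 was lower when adjusted over the list alone. Of 12 inflammatory genes, 3 were higher, with IL33 (3.26 ± 0.70) and CXCL3 (2.11 ± 0.43), TNFAIP3 was lower (-1.43 ± 0.40) and 8 were not called. Of 11 dissociation stress genes, FOSB was higher (0.87 ± 0.18) and 10 were not called. All 10 proliferation genes were higher, led by MKI67 (6.95 ± 0.55) and CDK1 (6.34 ± 0.40), in a class that held the cycling clusters 6 and 12. The size differed between replicates 3 and 4 for GDF10 (3.09 and 5.76) and FRZB (-4.56 and -1.77), among others.

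The study places its stem cells in a cluster rich in PDPN, NT5E, CD164 and PDGFRA, so the next question was how LRP1 and ANPEP behaved in the cluster that ranked highest for these 4 genes. Cluster 2 ranked first among the fibroblast-like clusters in both libraries (mean z score 1.17 and 1.25), with 1535 and 416 cells. It stands in for the study's cluster by these genes, and whether both hold the same cells was not tested. LRP1 and ANPEP went in opposite directions in cluster 2. LRP1 was higher in cluster 2 than in the mean of clusters 3, 6, 12 and 14, by 0.62 ± 0.14 on the log2 scale (SE, adjusted p 0.0149, edgeR, 2 of 2 libraries). ANPEP was lower, by -0.92 ± 0.19 (adjusted p 0.00909, 2 of 2 libraries). In mean CPM, cluster 2 had 247 ± 17.5 of LRP1 and 77.0 ± 33.1 of ANPEP (SD, n = 2). Set against each of the other 4 clusters in turn, ANPEP was lower in cluster 2 every time, with adjusted p from 0.0143 to 0.0348. LRP1 was higher against cluster 3 (0.92 ± 0.18, adjusted p 0.00591) and not called against clusters 6, 12 and 14. Both calls ended without the replicate block (adjusted p 0.143 and 0.380) and when the libraries were clustered without integration. The cluster that ranked highest was then another set of cells, with ANPEP at -0.31 and LRP1 at -0.16 on the log2 scale. PDPN (0.80 ± 0.22), PDGFRA (1.15 ± 0.12), NT5E (0.42 ± 0.14) and CD164 (0.15 ± 0.11) chose the cluster, so their differences are no result.

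**Figure D3:**
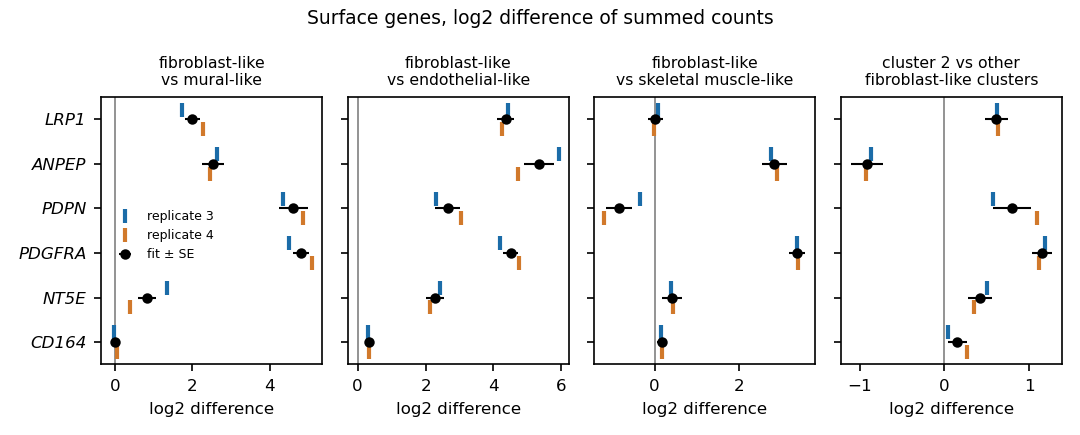
Log2 difference of summed counts for 6 surface genes in 4 comparisons, with black points for the fit (SE) and coloured ticks for replicate 3 (blue) and replicate 4 (orange). LRP1 and ANPEP were both higher in fibroblast-like than in mural-like cells, and parted in cluster 2, at 0.62 and -0.92.

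The lists fixed beforehand were then compared between cluster 2 and the other fibroblast-like clusters. Called genes were mostly higher in cluster 2, apart from the proliferation list, and whether any list differed more than genes at large was not tested. Of 14272 genes tested, edgeR called 1355 higher and 1055 lower. Of 140 tested list genes, 43 were higher, 15 lower and 82 not called, and adjusted over the list alone 52 were higher and 23 lower. Without the replicate block 7 list genes were called, and without integration 30. In simulated data of the same sizes, 21.3% of 1.5-fold and 75.0% of 2-fold changes were recovered, with 11 false calls among 13782 genes. Changed genes recovered at 1.5, 2, 4 and 8-fold numbered 10, 36, 41 and 46. Among all calls there, the false share was thus above the threshold of 0.05. Only 47 to 49 genes were changed at each fold, against 2410 called here, so these rates do not measure recovery in this comparison.

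Stemness and progenitor genes of cluster 2 are given as log2 differences from the other fibroblast-like clusters (SE, n = 2 libraries). Of 3 stemness genes, DPP4 (1.73 ± 0.23) and GAS1 (1.22 ± 0.16) were higher and SOX4 was not called (-0.09 ± 0.13). Of 8 mouse stem cell genes, PRRX1 was higher (0.62 ± 0.12), NES was lower (-1.0 ± 0.13), and 6 were not called, with CTSK at 0.87 ± 0.31 and CXCL12 at 0.77 ± 0.24. Adjusted over the list alone, 4 of them were higher. Of 8 other surface markers, 4 were higher, with VCAM1 (1.42 ± 0.25), ALCAM (1.21 ± 0.15) and ENG (0.73 ± 0.11), and 4 were not called, with NGFR at 2.28 ± 1.00 and CD200 at -0.09 ± 0.83, while adjusted over the list alone 5 were higher and 1 lower. NGFR had only 34 UMIs in cluster 2 and 39 in the others, and its fitted size exceeded both libraries (0.98 and 1.05). Of 7 chondroprogenitor genes, SCX was higher (0.60 ± 0.18) and 6 were not called, with MSX2 at 0.54 ± 0.32, HEY1 at -0.21 ± 0.36, SOX9 at -0.55 ± 0.50 and PTHLH at -0.67 ± 0.43. ACAN had 4 UMIs in cluster 2 and 54 in the others, too few for a fold. No osteoprogenitor gene of the 7 tested was called, with DLX5 at 0.72 ± 0.64, THY1 at 0.28 ± 0.24, RUNX2 at 0.26 ± 0.21 and MCAM at -0.53 ± 0.45. Of 4 adipogenic genes, CEBPA was higher (1.71 ± 0.35) and 3 were not called, PPARG among them (0.32 ± 0.20), while PRDM16 and ADIPOQ had too few counts to be tested, as had PTPRC. STMN1 was lower (-2.31 ± 0.38), and NCAM1 (1.82 ± 0.85) and PECAM1 (-0.49 ± 0.44) were not called. Cycling clusters 6 and 12 were among the others, and how far the STMN1 difference rests on them is not given here. NCAM1 had 90 UMIs in cluster 2 and 121 in the others. Its fitted size exceeded both replicate 3 (1.07) and replicate 4 (-0.31). When the libraries were clustered without integration, the chosen cluster was another set of cells. In it GAS1, PRRX1, ENG and SCX were lower than in the other fibroblast-like clusters, ENG past the threshold (-0.68, adjusted p 0.0429). THY1 (-1.42, adjusted p 2.11e-06) and PTHLH (2.51, adjusted p 6.14e-14), not called above, were then called the other way.

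Matrix and signalling genes are given for cluster 2 against the other fibroblast-like clusters (log2 difference ± SE, n = 2 libraries). Of 8 periosteal matrix genes, OGN (1.03 ± 0.15) and COL12A1 (0.57 ± 0.13) were higher, POSTN was lower (-1.83 ± 0.40) and 5 were not called, and adjusted over the list alone 2 were lower. POSTN changed direction at resolution 0.3, with readout genes kept for clustering, and with the highest doublet scores removed. It was not called in any of them (adjusted p 0.0612, 0.0583 and 0.0781, edgeR). Of 10 ligands and chaperones of LRP1, CCN2 (1.14 ± 0.18) and THBS2 (0.73 ± 0.13) were higher and 8 were not called, A2M among them (-0.26 ± 0.34), which was called higher at resolution 0.3 (1.05, adjusted p 0.0325) and with the highest doublet scores removed (0.92, adjusted p 0.0462). The receptors related to LRP1 are not given for this comparison. Of 14 BMP and GDF pathway genes, 5 were higher, led by BMP4 (1.48 ± 0.21) and FST (1.18 ± 0.15), BMPR1B was lower (-1.23 ± 0.17) and 8 were not called, and adjusted over the list alone 2 were lower. Of 14 WNT pathway genes, 6 were higher, led by FZD4 (1.80 ± 0.24) and WNT11 (1.51 ± 0.36), and 8 were not called, and adjusted over the list alone 7 were higher and 1 lower. Of 8 hedgehog pathway genes, BOC (0.70 ± 0.15) and GLI3 (0.38 ± 0.12) were higher and 6 were not called. Of 12 inflammatory genes, 9 were higher, led by CCL2 (1.44 ± 0.17) and ICAM1 (1.15 ± 0.15), IL33 was lower (-1.40 ± 0.42) and 2 were not called. IL33 stood at -2.22 in replicate 3 and -0.69 in replicate 4, and POSTN at -2.58 and -0.94. Of 11 dissociation stress genes, 4 were higher, led by ZFP36 (1.07 ± 0.14) and NR4A1 (0.92 ± 0.16), and 7 were not called, and adjusted over the list alone 5 were higher. Of 10 proliferation genes, 9 were lower, with CDK1 at -4.67 ± 1.04 and BIRC5 at -4.40 ± 0.60, and 1 was not called. The mean CPM of the proliferation genes was 7.69 in cluster 2, 10.1 in cluster 3 and 9.13 in cluster 14. It was 81.7 and 318 in the cycling clusters 6 and 12, which were among the clusters compared. Without integration the chosen cluster was another set of cells. In it OGN, COL12A1, BOC, GLI3, BMPR1B, CCL2, ICAM1, IL33, NR4A1 and ZFP36 had the other direction, and IL33 was called higher (1.07, adjusted p 5.74e-05).

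**Figure D4:**
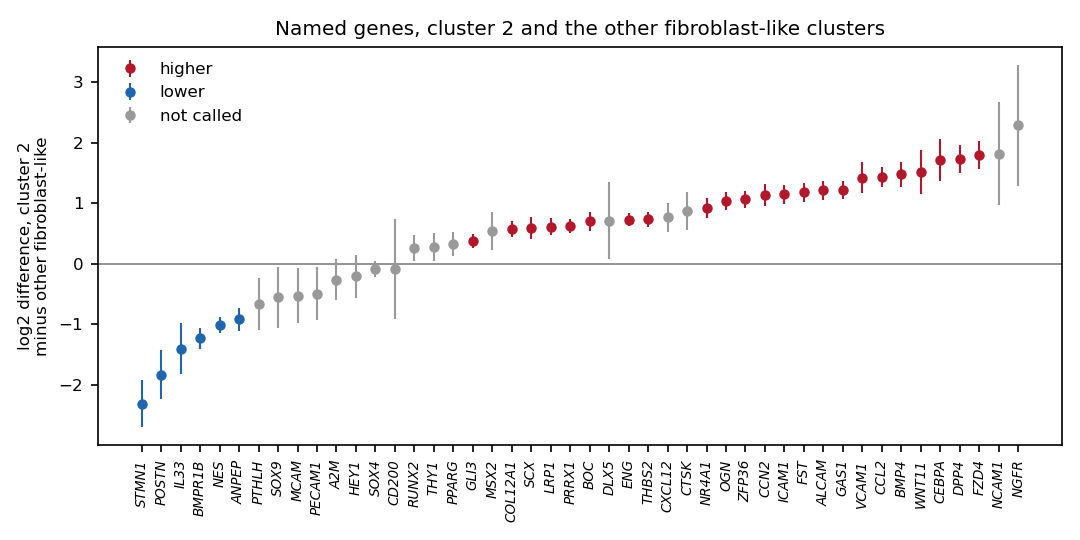
Log2 difference between cluster 2 and the mean of the other fibroblast-like clusters for the named genes outside the proliferation list and the cluster's own markers, with SE, coloured by the edgeR call. LRP1 stood at 0.62 and ANPEP at -0.92.

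The study identifies its stem cells by 4 surface proteins together, LRP1, CD13, PDGFRA and PDPN, so cells holding UMIs of all 4 genes were counted. Such cells were mostly fibroblast-like and were about as frequent in cluster 2 as independent detection of the 4 genes would give, and few cells showed all 4 once depth was made equal. At 3000 UMIs per cell, 53 of 1527 cells of cluster 2 in replicate 3 held them (3.47%, exact 95% interval 2.61% to 4.52%) and 6 of 414 in replicate 4 (1.45%, 0.534% to 3.13%), a mean of 2.46% ± 1.43 (SD, n = 2). If the 4 genes were independent within the cluster, 3.52% and 1.10% would be reached. PDGFRA and PDPN helped to choose cluster 2, so a raised share there is partly set by that choice. In the other fibroblast-like clusters the shares were 2.23% and 0.534%, and in endothelial-like cells, which should lack them, 0 of 236 and 0 of 210 cells, which allows up to 1.27% and 1.43%. Without thinning, the shares were 51.3% and 50.7% in cluster 2, 52.0% and 44.7% in the other fibroblast-like clusters, and 0.952% and 0% in endothelial-like cells. Median depths were 15226 and 44570.5 UMIs in cluster 2 and 5119 and 3430.5 in endothelial-like cells, and thinning left out 8 and 2 cells of cluster 2. Of all cells with the 4 transcripts at 3000 UMIs, 56.4% (53 of 94) and 50% (6 of 12) lay in cluster 2, and 96.8% (91 of 94) and 91.7% (11 of 12) were fibroblast-like. Without thinning, 96.5% (1701 of 1763) and 86.2% (639 of 741) were fibroblast-like and 1.42% and 9.58% skeletal muscle-like, 44.7% (788 of 1763) and 28.5% (211 of 741) lay in cluster 2, and in replicate 4 cluster 3 held more of them (35.6%, 264 of 741).

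**Figure D5:**
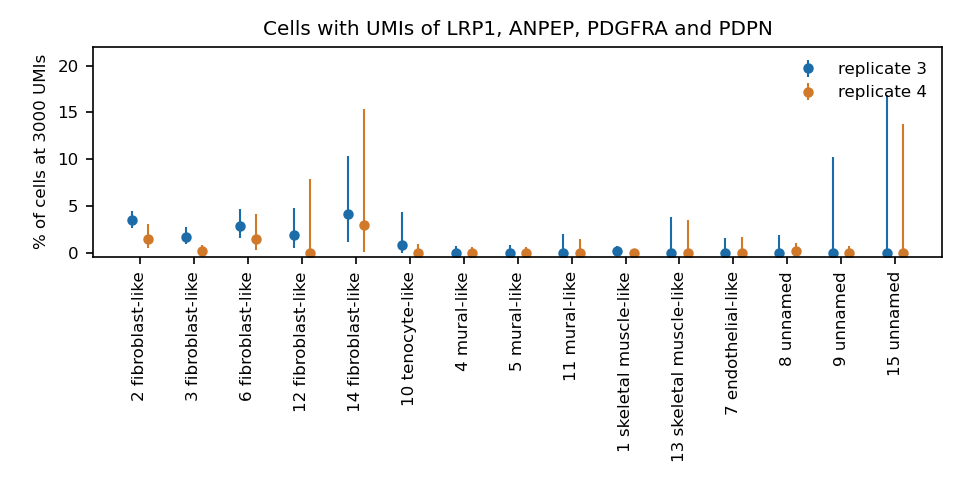
Share of cells (percent) with UMIs of LRP1, ANPEP, PDGFRA and PDPN together at 3000 UMIs per cell, per cluster with at least 20 cells per library at that depth, with exact 95% intervals. Cluster 2 stood at 3.47% in replicate 3 and 1.45% in replicate 4.

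Other gene combinations that the study uses to name clusters were located in the same way, at 3000 UMIs per cell. The markers of cartilage and bone progenitors met in very few cells, and the pair used for nerve cells met in muscle progenitors. PDPN, NT5E, CD164 and PDGFRA met in 104 cells of replicate 3 and 24 of replicate 4, of which 73.1% and 66.7% lay in cluster 2 (47.7% and 29.5% without thinning), the cluster that these genes chose. SOX9, SCX and PTHLH met in 0 of 6050 cells of replicate 3 and in 4 cells of replicate 4, 1 in cluster 8 and 3 in cluster 9, and without thinning in 2 and 59 cells. THY1, MCAM and RUNX2 met in 3 cells of replicate 3, all in mural-like cluster 4, and in 1 cell of replicate 4, in skeletal muscle-like cluster 13. Without thinning they met in 26 and 48 cells, of which 61.5% and 70.8% were mural-like. NCAM1 and STMN1, a pair counted after the data had been seen, met in 60 and 20 cells, of which 83.3% and 85.0% were skeletal muscle-like (74.4% and 92.4% of 305 and 419 cells without thinning).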

Values the study reported

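The study reports single-cell profiles of 10,920 cells from 4 periosteum samples, which it divides into at least 13 clusters. It places approximately 76% of the cells carrying LRP1, CD13, PDGFRA and PDPN in its cluster 1, after imputing surface protein abundance from the transcripts. By flow cytometry it gives 2.4% of the periosteal cells gated as negative for markers of blood cells and endothelium as positive for CD13 and PDPN, and about 57% of these as positive for LRP1 and PDGFRA.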

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

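The removal of the highest 5% of doublet scores, the fits without the cycling clusters and the comparison with skeletal muscle-like cells were chosen after the data had been seen. LRP1 and ANPEP stayed higher in fibroblast-like than in mural-like cells, and past the threshold wherever a test was run, under every alternative (log2 1.72 to 2.28 and 2.43 to 2.82). The same held against endothelial-like cells (4.22 to 5.16 and 4.73 to 6.08) and for ANPEP against skeletal muscle-like cells (2.72 to 2.94). The count of list genes called between fibroblast-like and mural-like cells ranged from 54 to 92. Without replicate 3 or without replicate 4, values have no test and no count of called genes exists.

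LRP1 between fibroblast-like and skeletal muscle-like cells turned to -0.0624 with library totals, -0.0475 at resolution 0.3 and -0.0757 with readout genes kept for clustering, never past the threshold. CD164 between fibroblast-like and mural-like cells turned to -0.0207 at resolution 1. Leaving out replicate 3 turned LRP1 to -0.0194 against skeletal muscle-like cells and PECAM1 to 0.0365 against mural-like cells. Leaving out replicate 4 turned CD164 to -0.0283 and CD200 to 0.37 against mural-like cells. None of these genes was called in the main fit.

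In cluster 2, with no replicate block, LRP1 and ANPEP stood at 0.62 and -0.90 and were no longer past the threshold, and 7 list genes were called in place of 58, since the spread between libraries then enters the error. With no integration LRP1 turned to -0.16 and ANPEP stood at -0.31, both not past the threshold, and 30 list genes were called. The chosen cluster was then another set of cells, and the cause was not tested. Other alternatives kept both directions and both calls, and leaving out each library gave 0.62 to 0.64 for LRP1 and -0.93 to -0.86 for ANPEP. The clusterings with no integration and with readout genes kept were themselves unstable: in a separate run they changed with the rounding of the linear algebra library alone, so their values below hold for one rounding only.

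Genes of cluster 2 that changed direction did so mostly with no integration: BMPR1B 0.58, BOC -0.43, CCL2 -0.38, COL12A1 -0.38, CTSK -0.57, CXCL12 -0.16, ENG -0.68, GAS1 -0.33, GLI3 -0.44, HEY1 0.0760, ICAM1 -0.42, IL33 1.07, MSX2 -0.00593, NCAM1 -2.26, NGFR -1.25, NR4A1 -0.0853, OGN -0.22, PDPN -0.16, PECAM1 0.38, PRRX1 -0.26, PTHLH 2.51, SCX -0.19, SOX4 0.61, SOX9 0.77, THY1 -1.42 and ZFP36 -0.14. With readout genes kept these were A2M 0.88, CD200 0.20, NCAM1 -0.18, PECAM1 0.18, POSTN 1.04 and PTHLH 0.21. With the highest 5% of doublet scores removed they were A2M 0.92, CD200 0.24, MCAM 0.59, NCAM1 -0.40, PECAM1 0.0514, POSTN 0.60, PTHLH 0.21 and SOX9 0.12. At resolution 0.3 they were A2M 1.05, PECAM1 0.21 and POSTN 1.00, and at resolution 1 DLX5 -0.84. With at least 1000 genes per cell they were CD200 0.11, DLX5 -0.19 and MCAM 0.41. CD200 stood at 0.00158 with no replicate block, and A2M at 0.19 with only the 2 compared in the fit. Leaving out replicate 4 turned A2M to 0.0892, CD200 to 0.66, MCAM to 0.45, PTHLH to 0.32, SOX4 to 0.0485 and SOX9 to 0.49. Leaving out replicate 3 turned DLX5 to -0.76, HEY1 to 0.14 and NCAM1 to -0.31. Values with a library left out have no test. Of these, ENG, IL33, PTHLH and THY1 with no integration and A2M at resolution 0.3 and with the highest 5% removed passed the threshold in the other direction. The cause was not tested. The counts that follow leave out LRP1 and ANPEP, given above, and the values with a library left out. The called genes named for cluster 2 include PDGFRA and PDPN, which helped to choose the cluster, so their agreement is partly set by that choice. Of the values of called genes named for cluster 2 under the alternatives, 347 of 434 kept direction and threshold, 69 fell short of the threshold and 18 turned. Among them, the fit without the cycling clusters gave 26 that kept both and 5 that fell short. Of the values of genes named but not called for cluster 2, 30 of 264 passed the threshold in the same direction and 31 turned. For fibroblast-like against mural-like cells, 559 of 598 kept both and 39 fell short. Of these 39, 13 came with no replicate block, where 33 kept both, and 6 with at least 1000 genes per cell.

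The share of cells of cluster 2 with LRP1, ANPEP, PDGFRA and PDPN followed depth: 0.0326% at 1000 UMIs per cell, 51.0% with no thinning and 0% when at least 2 UMIs of each gene were asked for. The skeletal muscle-like share moved by more than its small spread, to 18.7% with Scrublet calls removed, 18.7% with the highest 5% removed, 17.9% at up to 20% mitochondrial UMIs and 18.9% at 1000 genes. The tenocyte-like share rose to 8.96% at 1000 genes, and the unnamed share to 24.0% at resolution 1 and 23.9% with no integration, and the cause was not tested. PTPRC fell to 0.172% of cells at 2 UMIs and 0.0796% at 3000 UMIs per cell, and PECAM1 to 3.31% and 3.06%. Thinning to 3000 UMIs also left out 40 of 60 and 12 of 37 cells of cluster 15, where most cells with PTPRC lay, and 25.1% and 47.5% of endothelial-like cells, so the loss of UMIs and the loss of cells were not separated for PTPRC and PECAM1.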

Other observations

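The tests of cycling cells, of RNA from other cell types, of fibre RNA, of neuronal genes in cells of any cluster and of doublets were chosen only after the result was seen. The overlap rule for the alignment, the rule that voids the MYF5 test and the SD condition on the stress genes were also set after it. The 2 libraries held 13584 barcodes, of which 12213 passed the stated filter. That is above the count quoted from the study for all of its samples.

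Some progenitor genes were concentrated outside the comparisons above. SCX was highest in tenocyte-like cluster 10 in both libraries (780 and 283 CPM). SOX9 was highest in unnamed cluster 9 in both libraries (90.2 and 126 CPM), a cluster of 78 cells of replicate 3 and 540 of replicate 4 whose best marker list was tenocyte-like. PTHLH was highest there in replicate 3 (79.8 CPM) but in cluster 14 in replicate 4 (126 against 65.9 CPM).

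In cluster 2, ANPEP was lower and LRP1 higher than in the other fibroblast-like clusters. Without the cycling clusters ANPEP still stood at -0.93 ± 0.20 (SE), which argues against cycling cells. In mean CPM, no cluster outside the class had more ANPEP (66.3 at most) than any fibroblast-like cluster (77.0 at least, in cluster 2). This argues against RNA from other cell types on the means alone. The spread of cluster 2 between libraries, given above, covers 66.3, so it was not shown for each library. The test of the alignment clustered each library by itself and was chosen after the data had been seen. It gave ANPEP ratios of -0.64 and -1.24 on the log2 scale, the outcome foreseen if alignment was not the cause. It cannot tell, because the cluster that the marker rule chose in replicate 3 had only 9.84% of its cells from cluster 2. In that cluster LRP1 stood at -0.50. The cluster of each library that held most cells of cluster 2 (96.4% and 97.8% of its cells from there) had ANPEP ratios of -0.99 and -1.24 and LRP1 ratios of 0.66 and 1.04. It held 1426 of the 1535 cells of cluster 2 in replicate 3, but only 218 of 416 in replicate 4. Most of these cells thus also grouped with no alignment in replicate 3, whereas many did not in replicate 4. This cluster was picked by its overlap with the aligned cluster and stayed unnamed in replicate 3, and the alignment stays open. The loss of both calls without integration, where LRP1 stood at -0.16, stays open as well, and no biological explanation was tested.

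NCAM1 and STMN1, which the study reads as nerve cell genes, met mainly in skeletal muscle-like cells. CKM reached 2.27 CPM at most in cluster 1, against the 750 and 575 CPM that fibre RNA carrying the observed NCAM1 would bring, which argues against fibre RNA. Of the cells of clusters 1 and 13 with both genes, 63.9% at least held a UMI of MYF5. MYF5 leads these clusters, however, so this test cannot tell. It also rests on a pair counted after the data had been seen. Among the cells of any cluster with both genes, 1 of 305 and 1 of 419 held a UMI of SNAP25, SYT1, RBFOX3 or ELAVL4 (0.328% and 0.239%, upper limits 1.81% and 1.32%), at median depths of 12448 and 29896 UMIs, which argues against neurons as their source. No biological explanation was tested.

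At 3000 UMIs per cell, 2 of 2 cells of replicate 3 and 10 of 16 of replicate 4 with SOX9 and PTHLH lay in cluster 9, led by immediate early and heat shock genes, but without thinning only 3 of 15 and 76 of 197 did. Of 11 stress genes, 10 were higher in replicate 4 in fibroblast-like, 6 in mural-like and 4 in skeletal muscle-like cells, with ATF3 (log2 ratio 0.93, 0.65 and 0.35) and HSPA1A (0.81, 0.91 and 0.28) higher in all 3, but the class medians were 0.32 at most, below 1 by more than their SD over genes, which argues against a rise of 2-fold or more in all cells and leaves a smaller one, or one in some classes, open. These medians leave out the unnamed clusters 8 and 9, with 513 and 540 cells of replicate 4, so a rise in cells grouped there would not show. Median UMIs of cluster 9 were at most 0.529 times those of its library, which argues against doublets. Outside clusters 8 and 9, the share of cells with SOX9 was at most 1.29 times as high in the tenth of cells with most stress UMIs (upper limit 2.63). That limit takes the share of the other cells as exact, although its interval in replicate 4 was 0.905% to 1.61%. Only on that footing does it argue against a rise to 3 times or more, and only for cells outside clusters 8 and 9. Cluster 9, led by stress genes and highest in SOX9, was left out of this test, so a rise in its cells stays open. Damaged cells with few UMIs and the handling of replicate 4 were not tested and stay open, as does any biological explanation.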
